A study of Mus musculus with 15 samples. Its data were reported in "Comparative functional genomics identifies unique molecular features of EPSCs" (2022).

How the data were processed

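Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the authors for H3K4me1 and H3K27ac in mouse ESCs, D-EPSCs and L-EPSCs, with 2 samples per mark and state and 1 input sample per state. According to the study's methods, the authors aligned the reads to the mouse genome build mm9 with bowtie2 and called broad peaks with MACS2 against input. The deposited files hold 1 peak list per state and mark, and each row gives a chromosome, a start, an end and a peak name. No count, score, signal or p-value per peak was used here. The thresholds of the peak calls, and whether the replicates were pooled before calling, are not stated. Both affect the length of a list, as does read depth, which is unknown from peak positions. The authors' own comparison of the marks rested on reads counted per sample, and a test of that kind was not possible with peak lists, so lists were compared by overlap.

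Peak positions were checked against the chromosome lengths of the NCBIM37 genome, which is the mm9 build. No peak of any list passed the end of a chromosome, and no peaks of a list overlapped. The lists held peaks on 20 chromosomes (1 to 19 and X). Groups were taken from the sample labels, and each list was assigned to the state and mark in its name.

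A peak was counted as shared when at least 1 bp overlapped a peak of the other list. The Jaccard index was the number of bases covered by both lists over the bases covered by either. Union regions were formed by joining overlapping or touching peaks of the 3 states of a mark. Overlaps were tested by a circular-shift permutation test: the peaks of one list were moved by 1 random distance per chromosome, behind the 3 Mb of unsequenced bases at each chromosome start, 1000 times. The test was one-sided, for more overlap than shifted, and its smallest p was 0.001. A total of 36 shift tests were run, all 36 had that p, and Benjamini-Hochberg adjustment leaves each at 0.001. The shift test asks whether lists are placed independently of each other, which lists of the same mark rarely are, so sizes and intervals carry the comparison. Intervals were 95% percentile intervals from 1000 bootstrap resamples of 275 genome blocks of 10 Mb. For shares of chromosomes the blocks were resampled within each chromosome. A difference was called when its interval did not hold 0. With 1 list per group neither procedure measures the spread between samples.

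Gene annotation was GENCODE release M1, which is built on NCBIM37. Start sites were the 5′ ends of 22322 protein-coding genes. Kat6b and Tfap2c were matched through their older symbols in the annotation, and all 21 named genes were found. GC content was computed from the genome sequence under each peak. Coordinates are 1-based on mm9.

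Named regions followed a rule fixed before the data were examined. For each mark, the 3 regions of ESCs only and the 3 of both EPSCs without ESCs with the widest peaks were taken (the worse rank of the EPSCs), provided that no peak of that mark in the absent states lay within 10 kb. The rule named genes that the study discusses as well.

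Alternatives were an overlap of at least 50% of the query peak or of both peaks, a peak within 1 kb, joining peaks of a list within 1 kb, peaks of at least 500 bp, the widest 50% of each list, lists of equal length (the widest peaks, as many as in the shortest list of the mark, so equal in number and not in bases), chromosomes 1 to 19, union regions joined over 1 kb and numbers of peaks in place of covered bases. Lists of equal covered bases for the Jaccard index (the widest peaks up to the bases of the shortest list of the mark), start site windows of 500 bp and 2500 bp, list length at start sites and the alternatives for named genes were chosen after seeing the data. So were the width of 1 kb for start sites, the differences between shares or indices, and the comparison at the first base of genes, none of which the design had fixed. Ratios of single autosomes are given as ranges, which was also decided then. Shift tests in alternatives used 100 shifts.

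The code was tested on simulated data. Overlaps in 200 random list pairs were checked base by base, with 0 errors. Of 60 unrelated simulated pairs of 32782 peaks each, 4 had a shift p under 0.05, and all 20 related pairs did. The interval held the known share in 18 of these 20. Peaks of the simulated pairs were placed uniformly along chromosomes, so neither check covers peaks that cluster. When 107222 peaks were thinned everywhere but on chromosome X, chromosome X was recovered as higher in 20 of 20 simulations. When they were thinned evenly, 35 of 400 chromosome intervals lay off 0. Python 3.11.15 and numpy 2.4.6 were used for the calculations, and matplotlib 3.10.9 for the figures.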

Results

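ChIP-seq of 2 histone marks was collected in mouse embryonic stem cells (ESCs, the J1 line) and in expanded potential stem cells (EPSCs) maintained in either of 2 published culture conditions, called D-EPSCs and L-EPSCs. H3K4me1, a methylation of histone H3 found at enhancers and around promoters, and H3K27ac, an acetylation found at active enhancers and promoters, were each profiled in 2 samples per cell state, and 1 input sample was sequenced per state, which gave 15 samples. The values analysed were 6 lists of broad peaks, 1 per cell state and mark, so no difference below has a replicate check. All intervals are 95% intervals over genome blocks. They describe variation along the genome and not variation between samples, and each test compares lists rather than culture conditions. The read depth of the libraries is unknown from these lists, and it can change how many peaks are called.

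The first comparison asked how much of the genome carried each mark in the 3 states. The H3K4me1 lists were of similar length, with 107222 peaks in ESCs, 102751 in D-EPSCs and 105306 in L-EPSCs. These peaks covered 221.1 Mb in ESCs, 187.5 Mb in D-EPSCs and 173.1 Mb in L-EPSCs. The log2 ratio of covered bases over ESCs was -0.24 in D-EPSCs (95% interval -0.26 to -0.22) and -0.35 in L-EPSCs (-0.38 to -0.33). The H3K27ac lists differed far more, with 64342 peaks in ESCs, 32782 in D-EPSCs and 26966 in L-EPSCs, which covered 107.4 Mb, 44.4 Mb and 34.3 Mb, respectively. The corresponding log2 ratios were -1.27 in D-EPSCs (-1.32 to -1.22) and -1.65 in L-EPSCs (-1.69 to -1.60). Keeping only peaks of at least 500 bp moved the number of ESC H3K4me1 peaks most, to 90592, and the L-EPSC H3K27ac ratio to -1.69. The median H3K27ac peak was 892 bp wide in ESCs, 830 bp in D-EPSCs and 744 bp in L-EPSCs. The median H3K4me1 peak was 1189 bp, 1134 bp and 1065 bp wide in the same order.

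To compare the positions of the peaks, each list was overlapped with the lists of the other states, and a peak was counted as shared when it overlapped at least 1 bp of a peak of the other list. Of the H3K4me1 peaks in ESCs, 76.5% (76.0 to 77.1) had a D-EPSC peak and 75.2% (74.7 to 75.7) had an L-EPSC peak. Requiring an overlap of at least 50% of both peaks moved the share with a D-EPSC peak most, to 46.6%. In the other direction, 82.9% of D-EPSC peaks and 81.0% of L-EPSC peaks had an ESC peak. For H3K27ac the shares depended strongly on the direction. Only 36.5% (35.7 to 37.3) of ESC peaks had a D-EPSC peak and 29.4% (28.8 to 30.1) had an L-EPSC peak, whereas 81.5% (80.6 to 82.4) of D-EPSC peaks and 85.5% (84.6 to 86.3) of L-EPSC peaks had an ESC peak. Between the EPSCs, 58.7% of D-EPSC H3K27ac peaks had an L-EPSC peak and 20219 of 26966 L-EPSC peaks had a D-EPSC peak. When the lists were moved at random along each chromosome, 3.79% of ESC H3K27ac peaks met a D-EPSC peak. Each of the 12 shares was larger than in all 1000 shifts (one-sided circular-shift permutation test, p = 0.001, the smallest the shifts can give). The shares of H3K27ac depended on list length. With lists of equal length, 53.8% of ESC peaks had a D-EPSC peak and 65.2% of D-EPSC peaks had an ESC peak.

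The Jaccard index, the covered bases common to a pair of lists over the bases covered by either, was higher between the EPSCs than between either EPSC and ESCs. For H3K4me1 it was 0.646 (0.640 to 0.650) between D-EPSCs and L-EPSCs, 0.578 (0.572 to 0.583) between ESCs and D-EPSCs and 0.512 (0.507 to 0.517) between ESCs and L-EPSCs. Keeping the widest 50% of each list moved the index between the EPSCs most, to 0.624. For H3K27ac the same pairs gave 0.453 (0.447 to 0.459), 0.298 (0.291 to 0.305) and 0.254 (0.248 to 0.260). All 6 indices exceeded those of the shifted lists (one-sided circular-shift permutation test, p = 0.001). The H3K27ac index between EPSCs was larger than that between ESCs and D-EPSCs by 0.155 (0.146 to 0.163). The index cannot exceed the ratio of the covered bases, and the ESC list covered far more bases, so lists were also shortened to their widest peaks with equal covered bases, an alternative chosen after seeing the data. The difference was then 0.182 (0.175 to 0.188). The shares of peaks as listed ran the other way for H3K27ac. More D-EPSC and L-EPSC peaks had a peak in the long ESC list than in the list of the other EPSC. This order reversed with an overlap of at least 50% of both peaks. Then 29.7% of D-EPSC peaks had an ESC peak and 34.3% an L-EPSC peak. Of L-EPSC peaks, 26.2% had an ESC peak and 41.6% a D-EPSC peak. With lists of equal length these shares were 65.2% and 64.7% for D-EPSC peaks and 67.6% and 69.3% for L-EPSC peaks. The other alternatives kept the order as listed. The index of ESCs with D-EPSCs minus that of ESCs with L-EPSCs was 0.0657 (0.0615 to 0.0695) for H3K4me1, and 0.0735 (0.0702 to 0.0772) with equal covered bases. For H3K27ac it was 0.0441 (0.0394 to 0.0487), and its sign changed with equal covered bases, to -0.0052 (-0.011 to -0.00020).

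**Figure D1:**
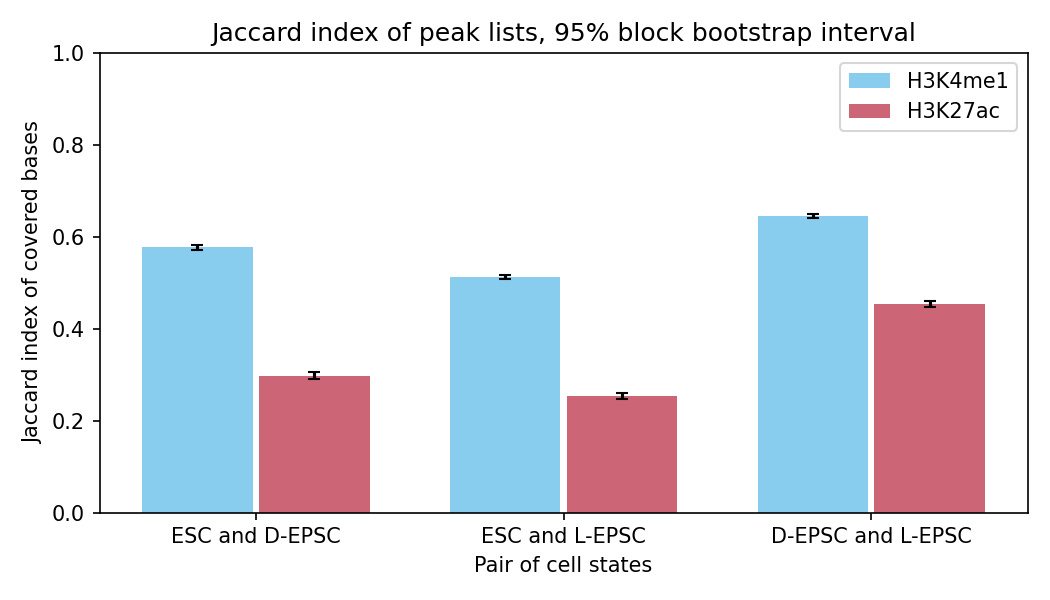
Jaccard index of covered bases (vertical axis, from 0 to 1) for each pair of cell states, with 1 bar per mark and 95% block bootstrap intervals as error bars. The pair of D-EPSCs and L-EPSCs has the highest index for both marks, 0.646 for H3K4me1 and 0.453 for H3K27ac.

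The lists of each mark were then merged into union regions, and each region was classified by the states that had a peak in it. Of 124744 H3K4me1 regions, 65796 (52.7%) had a peak in all 3 states, 18129 (14.5%) in ESCs only and 9068 (7.27%) in both EPSCs but not in ESCs. Of 70360 H3K27ac regions, 14972 (21.3%) had a peak in all 3 states, 37735 (53.6%) in ESCs only and 1656 (2.35%) in both EPSCs but not in ESCs. The log2 ratio of ESC-only regions to regions of both EPSCs was 1.00 (0.89 to 1.11) for H3K4me1 and 4.51 (4.39 to 4.63) for H3K27ac. Joining union regions over gaps of 1 kb moved the H3K4me1 ratio most, to 0.68, and lists of equal length moved the H3K27ac ratio most, to 1.27 (1.15 to 1.38). Regions present in all 3 states were the widest, with a median of 2242 bp for H3K4me1 and 2806 bp for H3K27ac, against 593 bp and 649 bp for ESC-only regions.

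**Figure D2:**
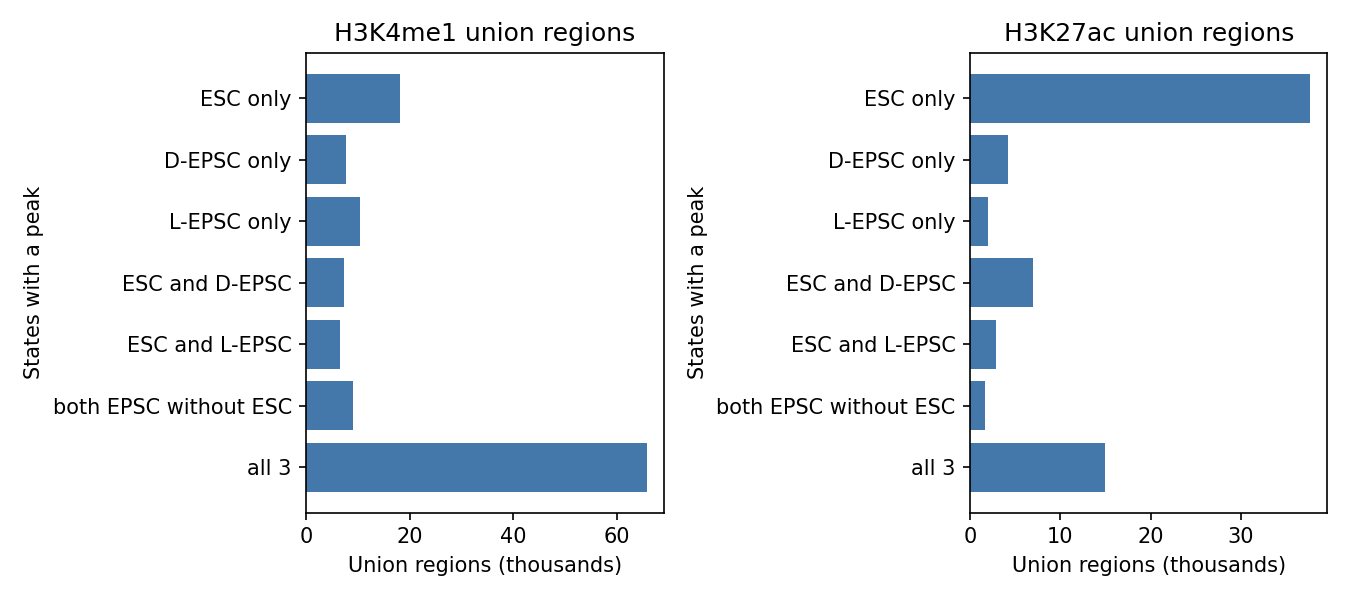
Number of union regions (horizontal axis, in units of 1000 regions) of H3K4me1 (left) and H3K27ac (right) by the cell states that had a peak in the region. For H3K4me1 the largest class has a peak in all 3 states (65796 regions), and for H3K27ac the largest class has a peak in ESCs only (37735 regions).

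Because the lists carry no score, peak width stood in for peak strength. Peaks with a counterpart in the other state were wider than those without one in each of the 8 comparisons of ESCs with an EPSC. The log2 ratio of geometric mean widths was 1.30 (1.27 to 1.32) for ESC H3K27ac peaks with over without a D-EPSC peak, and 0.87 (0.85 to 0.90) for D-EPSC peaks with over without an ESC peak. A wide peak meets another peak more easily, and requiring an overlap of at least 50% of the query peak moved the ESC value most, to 0.67.

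Both marks were compared within each state to ask how many H3K4me1 peaks were also acetylated. In ESCs 39.4% (38.6 to 40.2) of H3K4me1 peaks overlapped H3K27ac, compared with 22.2% (21.6 to 22.8) in D-EPSCs and 17.9% (17.4 to 18.4) in L-EPSCs. An overlap of at least 50% of the query peak moved the ESC share most, to 22.6%. Each share exceeded that of the shifted lists (8.43%, 3.95% and 2.97%; one-sided circular-shift permutation test, p = 0.001). The share in ESCs was higher by 17.2 percentage points (16.6 to 17.8) than in D-EPSCs and by 21.5 (20.97 to 22.04) than in L-EPSCs. With lists of equal length these differences were 4.26 and 5.67. In the opposite direction, 82.8% of H3K27ac peaks in ESCs, 83.4% in D-EPSCs and 87.3% in L-EPSCs overlapped H3K4me1. The difference of ESCs minus L-EPSCs was -4.51 percentage points (-5.10 to -3.98), and its sign changed with lists of equal length, to 7.61 (7.11 to 8.09). The difference of ESCs minus D-EPSCs was -0.55 percentage points (-1.06 to -0.07) and also changed sign with lists of equal length, to 8.54 (8.06 to 9.04).

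Regions with H3K27ac in ESCs only, and regions with it in both EPSCs but not in ESCs, were next examined for H3K4me1 in each state. Of the 37735 ESC-only H3K27ac regions, 82.2% had H3K4me1 in ESCs, 64.2% (63.2 to 65.0) had it in D-EPSCs and 60.9% (60.1 to 61.7) had it in L-EPSCs. Lists of equal length moved the ESC share most, to 95.3%, and the difference of ESCs minus D-EPSCs from 18.1 to 12.3 percentage points. Of the 1656 regions with H3K27ac in both EPSCs but not in ESCs, 662 had H3K4me1 in ESCs, 65.2% had it in D-EPSCs and 77.3% had it in L-EPSCs. The share in ESCs was lower than that in D-EPSCs by 25.2 percentage points (23.03 to 27.56) and lower than that in L-EPSCs by 37.3 (34.7 to 39.9). When a peak within 1 kb was counted, 71.2% of the regions in this class had H3K4me1 in ESCs, and the differences were 14.5 and 20.2 percentage points.

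The distribution over chromosomes was compared to look for a chromosome out of line with the rest. Chromosome X held 0.896% of the H3K4me1 covered bases in ESCs, 1.32% in D-EPSCs and 1.24% in L-EPSCs. The log2 ratio of this share over ESCs was 0.56 (0.46 to 0.67) in D-EPSCs and 0.46 (0.35 to 0.58) in L-EPSCs. With numbers of peaks in place of covered bases, the alternative that moved it most, the ratio was 0.28 (0.20 to 0.39) in D-EPSCs and 0.22 (0.10 to 0.35) in L-EPSCs. For H3K27ac, chromosome X held 0.677%, 1.30% and 0.871% of the covered bases in the same order, with log2 ratios of 0.94 (0.77 to 1.16) in D-EPSCs and 0.36 (0.09 to 0.69) in L-EPSCs. When numbers of peaks replaced covered bases, the H3K27ac ratio was 0.58 (0.37 to 0.81) in D-EPSCs. In L-EPSCs it was 0.18 (-0.10 to 0.48), and was then not distinguishable from 0. With lists of equal length the H3K27ac ratios were higher, at 1.17 (1.00 to 1.41) in D-EPSCs and 0.61 (0.33 to 0.93) in L-EPSCs. The autosomes ranged from -0.09 to 0.08 for H3K4me1 in D-EPSCs and from -0.11 to 0.11 in L-EPSCs. For H3K27ac they ranged from -0.19 to 0.22 in D-EPSCs and from -0.18 to 0.24 in L-EPSCs. Intervals for single chromosomes were somewhat too narrow, since 35 of 400 lay off 0 in simulated lists that were thinned evenly.

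**Figure D3:**
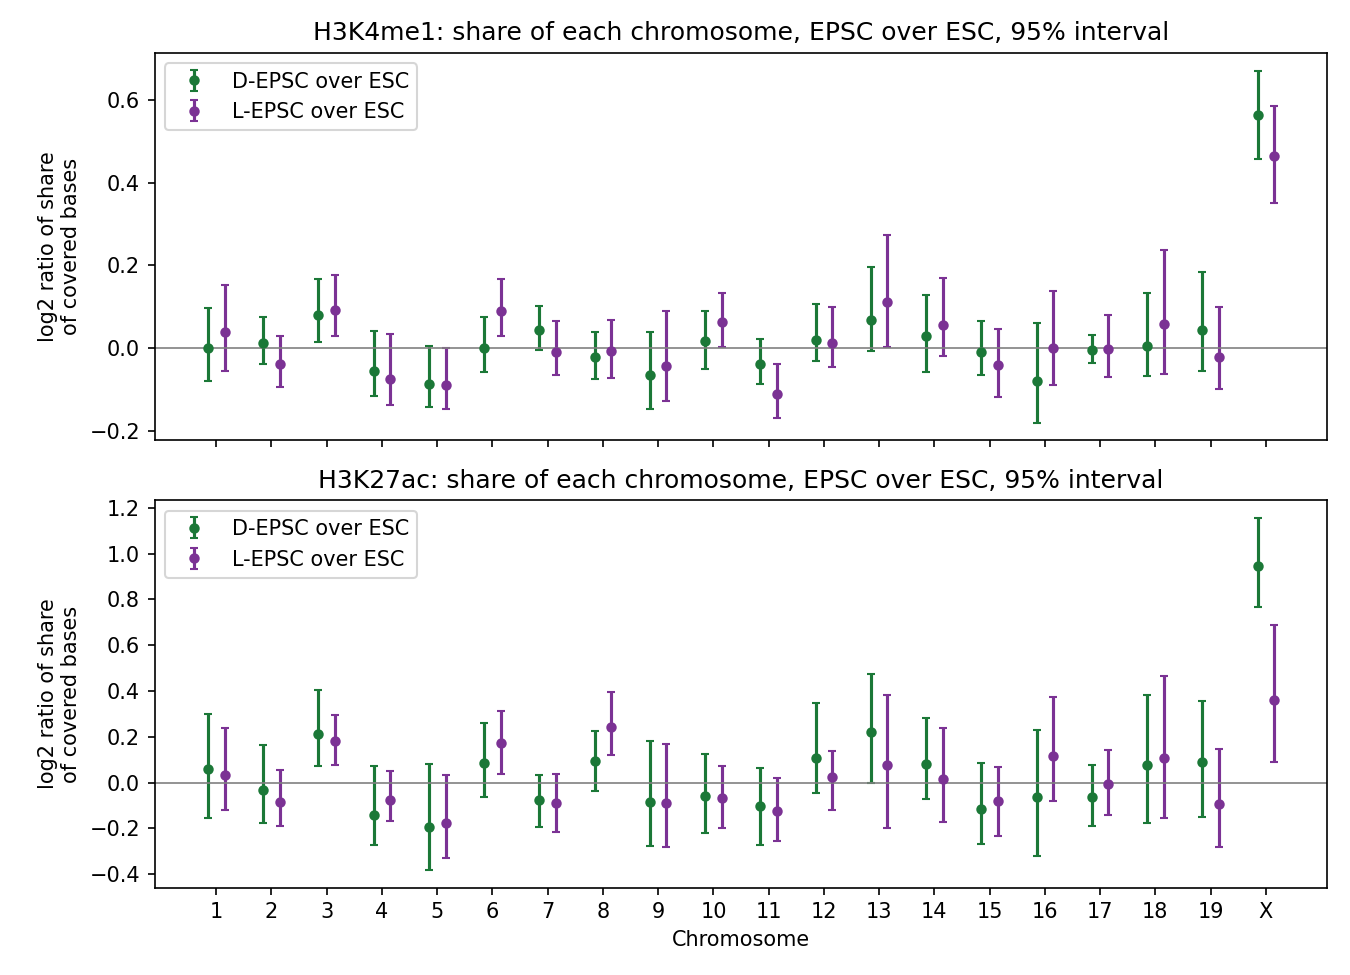
Log2 ratio of each chromosome's share of covered bases in D-EPSCs and L-EPSCs over ESCs (vertical axis) for H3K4me1 (top) and H3K27ac (bottom), with 95% bootstrap intervals as error bars. Chromosome X lies above all autosomes for both EPSCs, with H3K4me1 ratios of 0.56 and 0.46 and H3K27ac ratios of 0.94 and 0.36.

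To ask how far the marks lay at promoters, peaks were compared with the start sites of 22322 protein-coding genes, each widened by 1 kb on either side. Of the H3K4me1 peaks, 14.5% (13.8 to 15.2) in ESCs, 18.6% (17.8 to 19.3) in D-EPSCs and 18.1% (17.3 to 18.8) in L-EPSCs lay at a start site. Widening start sites by 500 bp moved the ESC share most, to 7.30%. Of the H3K27ac peaks, 12.1% (11.4 to 12.7), 21.6% (20.6 to 22.5) and 21.5% (20.5 to 22.4) did. All shares exceeded those of shifted lists (one-sided circular-shift permutation test, p = 0.001). Although the EPSC H3K27ac lists were far shorter, 35.3% of start sites had an H3K27ac peak in D-EPSCs, compared with 35.7% in ESCs and 28.8% in L-EPSCs. H3K4me1 reached 57.6% of start sites in ESCs, 67.1% in D-EPSCs and 68.1% in L-EPSCs. At the first base of the gene itself, H3K4me1 covered 11.4% of start sites in ESCs, 26.3% in D-EPSCs and 31.8% in L-EPSCs. The difference from ESCs was 14.9 percentage points (14.03 to 15.65) in D-EPSCs and 20.4 (19.4 to 21.5) in L-EPSCs. The width of the window mattered for H3K4me1. With start sites widened by 2500 bp, an alternative chosen after seeing the data, the L-EPSC share of peaks at a start site minus that of ESCs was -0.34 percentage points (-0.60 to -0.08).

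**Figure D4:**
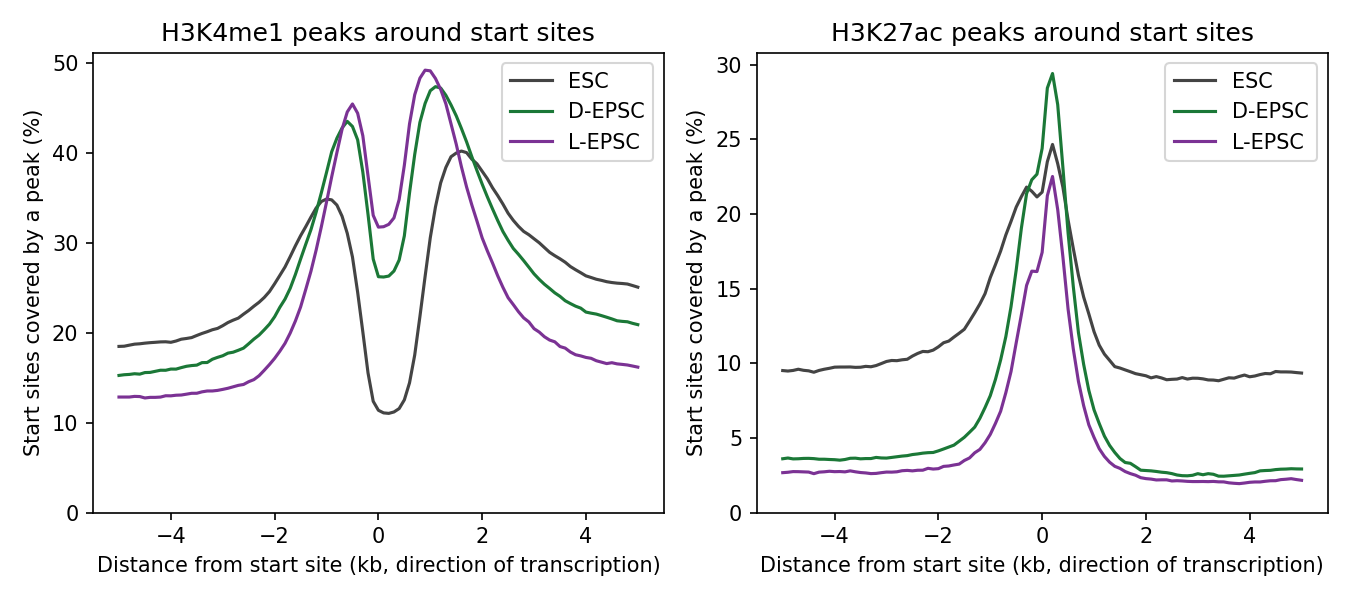
Percentage of protein-coding start sites covered by a peak (vertical axis) against the distance from the start site in kb along the direction of transcription (horizontal axis), for H3K4me1 (left) and H3K27ac (right), with 1 line per cell state. H3K4me1 dips at the start site in all 3 states, to 11.4% in ESCs, 26.3% in D-EPSCs and 31.8% in L-EPSCs at distance 0.

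The widest isolated regions of each class were taken as examples under the rule fixed before the data were examined. Among H3K27ac regions of ESCs only, the widest was 13215 bp at chromosome 7, 105306754 to 105319968 (mm9), over exons, introns and an untranslated region of Capn5 (ENSMUSG00000035547.8). The next was 11483 bp at chromosome 13, 119491691 to 119503173, over an exon and introns of Fgf10, and the third was 11055 bp at chromosome 15, 7025322 to 7036376, outside protein-coding genes and 43182 bp from Lifr. All 3 had H3K4me1 in all 3 states. Among H3K27ac regions of both EPSCs without ESCs, the first lay outside protein-coding genes at chromosome X, 112082082 to 112091859, with peaks of 9076 bp in D-EPSCs and 7811 bp in L-EPSCs and no H3K4me1 in ESCs. The others lay at chromosome 13, 4558053 to 4563485, 9835 bp from Akr1c21, and at chromosome 5, 13979633 to 13986084, 39191 bp from Sema3e, and both had H3K4me1 in all 3 states. The H3K4me1 regions of ESCs only were in an intron of Qk (ENSMUSG00000062078.7, chromosome 17, 10440676 to 10448410), over Fam3c (ENSMUSG00000029672.9, chromosome 6, 22277743 to 22282247) and in an intron of Pou2f3 (ENSMUSG00000032015.6, chromosome 9, 42978197 to 42982652). Those of both EPSCs without ESCs lay outside protein-coding genes, at chromosome 3, 59343466 to 59348067, at chromosome 18, 19610610 to 19614433, and at chromosome 13, 13931989 to 13935913, the last 11824 bp from Gng4. All 3 carried H3K27ac in both EPSCs and not in ESCs.

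Finally, 21 genes that the study discusses, most of them chosen by it on samples of this project, were examined with 10 kb on either side. H3K27ac covered fewer bases than in ESCs at 17 genes in D-EPSCs and at 19 in L-EPSCs. With lists of equal length, an alternative chosen after seeing the data, it did so at 17 and 18. Such lists still covered 86.0 Mb in ESCs, 42.8 Mb in D-EPSCs and 34.3 Mb in L-EPSCs, so they do not test list length as the cause. At Fgf10 (ENSMUSG00000021732.8) H3K27ac covered 23.5 kb of the locus in ESCs, 1.38 kb in D-EPSCs and 0 kb in L-EPSCs. At Hk2 (ENSMUSG00000000628.4) it covered 38.0 kb, 5.67 kb and 16.1 kb in the same order, and at Nr5a2 (ENSMUSG00000026398.8) 28.5 kb, 6.54 kb and 8.15 kb. Dnmt3a (ENSMUSG00000020661.9) went the other way, with 6.45 kb in ESCs, 13.7 kb in D-EPSCs and 7.51 kb in L-EPSCs. Of the other EPSC signature genes the study names, Zmym2, Lefty1, Dusp6, Fgfr2 and Rara had fewer covered bases in both EPSCs. At Rara H3K27ac covered 31.7 kb, 10.85 kb and 9.65 kb in the same order. Tfap2c had more in D-EPSCs (4.89 kb against 2.56 kb) and fewer in L-EPSCs (1.58 kb). The study reports higher H3K27ac signals at representative EPSC signature genes. That is read signal around promoters, which covered bases of a locus do not measure. Pou5f1, Sox2 and Nanog had an H3K27ac peak at the start site in every state. Sox2 and Nanog had an H3K4me1 peak there in both EPSCs and not in ESCs. H3K4me1 covered more bases than in ESCs at 10 genes in D-EPSCs and at 8 in L-EPSCs. The annotated span of Fgfr2 makes its locus 3029 kb long, so its covered bases include neighbouring genes.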

Values the study reported

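The study reported 131 signature genes for EPSCs and 85 for ESCs, defined by combining the histone marks with accessibility and expression.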

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

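D-EPSCs and L-EPSCs were each compared with the same ESC lists, and the results below are those in which both comparisons differed from each other, judged by an interval over genome blocks that did not hold 0. No replicates entered, so a difference between the culture conditions themselves was not tested. Lists of equal covered bases and the comparisons at start sites were chosen after the result was seen. For co-marking, equal numbers of peaks was an alternative fixed beforehand, though differences between shares were not.

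The L-EPSC lists were shorter in bases than the D-EPSC lists, with log2 ratios of -0.12 (-0.13 to -0.10) for H3K4me1 and -0.37 (-0.41 to -0.34) for H3K27ac. The Jaccard index with ESCs was higher for D-EPSCs than for L-EPSCs by 0.0657 for H3K4me1 and 0.0441 for H3K27ac. A larger share of H3K4me1 peaks carried H3K27ac in D-EPSCs, by 4.30 percentage points, and a smaller share of H3K27ac peaks carried H3K4me1, by -3.96 percentage points. Lists with equal numbers of peaks still differed in bases, with 187.5 Mb and 172.5 Mb of H3K4me1 and 42.8 Mb and 34.3 Mb of H3K27ac in D-EPSCs and L-EPSCs, so they do not test the shorter lists as the cause. With lists of equal covered bases the Jaccard difference was 0.0735 (0.0702 to 0.0772) for H3K4me1, which argues against the shorter list there, and -0.0052 (-0.011 to -0.00020) for H3K27ac, so the H3K27ac difference depends on list length. With equal numbers of peaks the co-marking differences were 1.41 and -0.93 percentage points. Depth and enrichment of the libraries, on which the lists hold no value, and the culture condition stay open and were not tested.

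Start sites differed as well. The share of H3K4me1 peaks at a start site was lower in L-EPSCs than in D-EPSCs by -0.48 percentage points within 1 kb, and higher by 0.99 within 500 bp. The first base of a gene was covered by H3K4me1 more often in L-EPSCs, by 5.52 percentage points (4.95 to 6.11), and by H3K27ac less often, by -6.97 percentage points (-7.59 to -6.32). The share of H3K4me1 peaks within 1 kb was -0.14 (-0.29 to 0.02) with equal numbers of peaks and is not firm. The L-EPSC H3K4me1 list covers fewer bases and still covered the first base of more genes, so fewer covered bases alone would not give the 5.52 points. This restates the sign of the difference and is not a separate test. By number of peaks the L-EPSC list is the longer, with 105306 against 102751 in D-EPSCs. For H3K27ac the shorter list stays open. Library background and the culture condition were not tested for these differences.

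Chromosome X held a smaller share of the L-EPSC lists than of the D-EPSC lists, with log2 ratios of -0.10 (-0.17 to -0.02) for H3K4me1 and -0.58 (-0.80 to -0.38) for H3K27ac. The H3K27ac ratio was -0.53 (-0.73 to -0.34) after the D-EPSC list was shortened to its widest 13675 peaks. These cover the same bases as the L-EPSC list, so the ratio remained with equal covered bases. The cut sets the widest D-EPSC peaks against all 26966 L-EPSC peaks. Shared H3K27ac peaks on chromosome X were widened over ESCs, relative to autosomal ones, by log2 0.57 in D-EPSCs and 0.42 in L-EPSCs. Choice by width can thus favour chromosome X in D-EPSCs, and the shorter L-EPSC list stays open as a cause. The H3K4me1 ratio was -0.062 (-0.12 to 0.01) by numbers of peaks and is the less firm of the pair. Which difference between the lines lies behind the H3K27ac value stays open, and neither the culture condition nor a change in chromosome number was tested.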

How the results depend on the processing

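No paired analysis was possible because each cell state and mark is represented by 1 list without values per replicate. For the same reason leaving out replicates in turn was not done.

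Of 635 values computed under alternatives, 560 kept their direction and their side of the threshold, or, where there was no test, stayed within the interval or within 1.5 times the count. All 36 values for list lengths and covered bases, all 96 for shared peaks and all 24 for peak widths did so. So did all 20 for differences in H3K4me1 at H3K27ac regions of ESCs only or of both EPSCs without ESCs. Across these alternatives the share of ESC H3K27ac peaks with a D-EPSC peak ran from 15.1% (overlap of 50% of both peaks) to 53.8% (lists of equal length). Of 72 values for Jaccard indices, 71 did so. The exception was the H3K27ac index of ESCs with D-EPSCs minus that of ESCs with L-EPSCs, which was -0.0052 with equal covered bases, a setting chosen after seeing the data that gives every pair of lists the same upper limit of the index. For single Jaccard indices and for shares of shared peaks, co-marking and start sites, the call asked only for more overlap than in shifted lists. Nearly every setting meets that, so these values say little about stability. A change in the order of shares, as for H3K27ac with an overlap of 50% of both peaks, was not counted.

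Counts of union regions moved with the number of peaks kept. With the widest 50% of each list, which holds fewer peaks by construction, H3K4me1 regions numbered 10342 in ESCs only and 31281 in all 3 states, and H3K27ac regions numbered 18380 in ESCs only, 935 in both EPSCs without ESCs and 7747 in all 3 states. With lists of equal length, H3K27ac regions numbered 10295 in ESCs only and 4274 in both EPSCs without ESCs. With peaks of at least 500 bp, 1036 H3K27ac regions were in both EPSCs without ESCs. ESC-only regions outnumbered those of both EPSCs without ESCs in each of these.

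Of 84 values for co-marking, 80 kept direction and call. For the share of H3K27ac peaks with H3K4me1, the difference of ESCs minus D-EPSCs was -0.15 percentage points with the widest 50% of each list, 2.38 with an overlap of 50% of the query peak and 8.54 with lists of equal length. The difference of ESCs minus L-EPSCs was 7.61 with lists of equal length. For H3K27ac, equal length keeps only the widest ESC peaks and all L-EPSC peaks. Beyond that the cause was not tested.

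By numbers of peaks in place of covered bases, the chromosome X ratio of L-EPSCs over ESCs was 0.18 for H3K27ac and that of L-EPSCs over D-EPSCs was -0.062 for H3K4me1, each with an interval that held 0. The cause was not tested. Ratios of single autosomes are counted apart from the values above, a scope set after seeing the data. Of 114 ratios for single autosomes, 27 changed sign under at least 1 alternative, so no autosome is singled out.

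The start site alternatives were chosen after seeing the data, and 76 of 84 values kept direction and call. For H3K4me1, L-EPSCs minus D-EPSCs was 0.99 percentage points within 500 bp, -0.21 with the widest 50% and -0.14 with lists of equal length, and L-EPSCs minus ESCs was -0.34 within 2500 bp. For H3K27ac, L-EPSCs minus D-EPSCs was 0.16 within 2500 bp, -2.14 with the widest 50% and -1.28 with lists of equal length. At the first base of the gene, H3K27ac in L-EPSCs minus ESCs was 1.82 with lists of equal length, where the main value was -4.04. The cause was not tested. A further 52 values of lesser results moved, and 0 of them reversed.

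Read depth, which is unknown from these lists, limits what the absence of a peak can show. A region without a peak in an EPSC list may have lacked the mark or the reads to call it, and the log2 ratio of ESC-only H3K27ac regions to those of both EPSCs fell from 4.51 to 1.27 with lists of equal length, a setting that removes ESC peaks and with them ESC-only regions by construction.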

Other observations

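The tests on splitting of domains, on GC content away from start sites (as the cause of the longer list and of the difference between GC classes), on the regions and trend of chromosome X and on windows were chosen only after the results were seen, and the tests on chromosome X were divided by list after their values were seen. All patterns were found and tested on the same lists.

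The ESC H3K27ac list was longer than either EPSC list. Splitting of broad domains into more peaks is argued against as the whole cause, because ESCs still had 1.75 times (1.71 to 1.78) as many peaks as D-EPSCs, the nearer of the EPSCs, after joining peaks within 1 kb. The ratio was 1.96 before joining, so splitting may account for part of it. A loss of only the weak peaks is argued against as the whole cause, because 8.72% (7.91 to 9.53) of the widest 10% of ESC H3K27ac peaks had no peak in either EPSC list, above the limit of 5% set beforehand, and 0.215% did for H3K4me1. Width is a proxy for strength, and most of the widest peaks did have a counterpart, so a difference in depth or enrichment may still explain part of it. A GC bias between libraries had the values it needs. Over classes that each held 10% of the peaks by GC content, the ratio of ESC to D-EPSC peaks ran from 0.676 (0.647 to 0.703) to 2.49 (2.36 to 2.61), and that of ESC to L-EPSC peaks from 0.750 (0.719 to 0.782) to 3.45 (3.26 to 3.65), with the lowest ratio in the most GC-rich class for both. Counted from the lowest GC content, the highest ratio was in class 7 of 10 for D-EPSCs and in class 2 for L-EPSCs. Classes used the GC content under each list's own peaks, whose median widths were 892 bp in ESCs, 830 bp in D-EPSCs and 744 bp in L-EPSCs. The same place can thus fall into different classes in different lists, which was not tested. A ratio under 1 therefore does not show fewer ESC peaks at GC-rich places. Start sites of genes are often GC-rich, and the lists differed less at start sites, with 7791 peaks in ESCs, 7076 in D-EPSCs and 5792 in L-EPSCs, than away from them, with 56551, 25706 and 21174. Peaks at annotated start sites were nevertheless not the whole of this difference between classes. Without them, the ratio in the class where it had been highest was 2.36 times (2.15 to 2.60) that in the most GC-rich class for D-EPSCs and 3.14 times (2.85 to 3.51) for L-EPSCs. The lowest ratio in any class was then 1.08 (0.989 to 1.18), which does not decide whether the excess of ESC peaks away from start sites was absent from any class, as a GC bias that caused all of it would need. A GC bias of the libraries and a difference between the states outside the most GC-rich regions stay open.

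Chromosome X held a larger share of the EPSC lists for both marks. A few regions do not account for it in 3 of the 4 comparisons. Without the 2 blocks that gained most, the log2 ratio over ESCs was 0.55 in D-EPSCs and 0.44 in L-EPSCs for H3K4me1 and 0.92 in D-EPSCs for H3K27ac, and all 17 blocks had a higher share in each of these. For H3K27ac in L-EPSCs it was 0.21 (-0.01 to 0.43), which cannot be told apart from 0 or from the full ratio. A trend with GC content and peak density, fitted on autosomal blocks, left mean residuals of 0.16 (0.01 to 0.29) and 0.31 (0.01 to 0.76) in D-EPSCs for H3K4me1 and H3K27ac, each above the mean residual of all 19 autosomes left out of the fit in turn, the highest of which were 0.089 and 0.164. This does not decide whether the trend was the whole cause there. Both lower limits are near 0, and the intervals hold the fitted trend fixed, so they leave out the error of the fit. Chromosome X also held only 0.896% of ESC H3K4me1 covered bases, where the smallest share of an autosome was 3.15%. Its residuals thus rest on the sparse end of the trend, which autosomes left out in turn may not represent. Intervals of single chromosomes were somewhat too narrow, and the trend took up much of the ratio. In L-EPSCs the residual was 0.075 (-0.092 to 0.28) for H3K4me1, and the trend may be enough. It was 0.025 (-0.42 to 0.63) for H3K27ac, too wide to decide. The density term shares the ESC list with the ratio, which favours the trend. Shared peaks on chromosome X were widened relative to autosomal ones, by log2 0.41 and 0.25 for H3K4me1 and 0.57 and 0.42 for H3K27ac in D-EPSCs and L-EPSCs. Since width is part of the share of covered bases, these widths largely restate the pattern and do not decide on a rise of signal over the whole chromosome, which stays open. An extra copy and a higher activity of chromosome X would look alike in these lists, and neither the input reads nor the chromosome number of the lines was analysed here.

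H3K4me1 was found within 1 kb of start sites more often in both EPSCs, and the test below uses this measure and not the first base of genes. Of the 969 start sites with H3K27ac in all 3 states and no ESC H3K4me1, 85.8% (83.3 to 88.1) had H3K4me1 in both EPSCs, compared with 14.6% (13.0 to 16.5) of the 8046 start sites with H3K27ac in no state, a difference of 71.2 percentage points. Background reads at active promoters in the EPSC libraries could produce this, and so could a true spread of H3K4me1 into active promoters. Of the H3K27ac regions present in all 3 states, 92.8% had H3K4me1 in D-EPSCs and 94.6% had it in L-EPSCs. A large difference between start sites with and without H3K27ac was therefore likely under either explanation, so the test decides nothing about background. Nothing in the lists separates background from a biological difference between the states.

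Several windows of 1 Mb held many H3K4me1 regions present in both EPSCs and absent from ESCs. There were 99 windows with at least 10 such regions. Dealing the class labels at random over the union regions gave 173.4 such windows on average and from 146 to 203 in 1000 draws. The observed number lay below all of these draws, so dealt labels, which fall where union regions are dense, do not describe how these regions are placed. The comparison gave no sign of an excess of such windows, and it decides neither on chance clustering nor on clustering in sparser parts of the genome. No biological explanation was tested.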
